A study of Mus musculus with 4 samples. Its data were reported in "Mettl3-mediated mRNA m6A methylation promotes dendritic cell activation" (2019).

How the data were processed

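RNA was measured in mature dendritic cells grown from the bone marrow of mice aged 6 weeks. Cells were cultured with GM-CSF at 10 ng/ml and IL-4 at 1 ng/ml, selected with magnetic beads against CD11c, and stimulated for 24 h with LPS at 100 ng/ml. The 4 libraries were 2 from mice that delete exons 2 to 4 of Mettl3 in CD11c-expressing cells (Mettl3KO) and 2 from littermates with the intact floxed gene (Mettl3WT). By the study's naming only the Mettl3KO mice carry the CD11c-Cre transgene. An effect of the transgene itself cannot be told apart from that of Mettl3 loss. The labels number the libraries 1 and 2 in each group, and the methods of the study say that knockout and wild-type littermates were sequenced as 2 pairs. Each deposited table holds the libraries of 1 number, so the number was taken as the pair. Across 11757 genes the deviations of same-numbered libraries from their group means correlated with r = 0.697. The pair is a pair of mice, so n is 2 pairs in every comparison below.

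According to the submitters' processing notes, the authors used bcl2fastq, TopHat2 2.0.14 and Cuffnorm with the mouse genome mm10, on polyadenylated RNA. The gene annotation, the strandedness of the library and the treatment of reads with several matches are not given in the sources used here. The authors deposited a table per pair with a value per gene in each library, which the methods and the values identify as RPKM (reads scaled by the length of the gene and the size of the library). The deposited log2 fold change is the log2 ratio of the KO to the WT value with no pseudocount, within 0.001 in all 22183 genes of the first table and all 11835 of the second that had a finite ratio. The deposited p-value and q-value come from the authors' test of 1 library against 1 library, so they compare those libraries and not the genotypes. They were used in 1 alternative and in a check of read numbers given below.

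The first table lists 23690 genes, of which 1507 have a value of 0 in a library. The second lists 11835 genes, each above 1 RPKM in both libraries, so a gene at or below 1 RPKM in either library of pair 2 is not analysed here. Gene symbols that a spreadsheet had turned into dates were restored for 22 genes of the first table and 16 of the second. Joining the tables by gene left 11822 genes, with 11868 genes listed only in the first and 13 only in the second. Coordinates are those of mm10 as the annotation used here gives them.

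No total read count is given in the tables. Genes with a single annotated transcript have RPKM values that are whole multiples of the value of 1 read, and a scan of library sizes over such low genes gave 35580000 reads for Mettl3WT replicate 1, 33910000 for Mettl3KO replicate 1, 32610000 for Mettl3WT replicate 2 and 31240000 for Mettl3KO replicate 2. At these sizes 97.1%, 98.7%, 100% and 100% of the low values lay within 0.1 reads of a whole number, against 20% by chance. A gene of 1 kb with 10 reads would have an RPKM of 0.281 to 0.320. Counting intervals cover counting error only. Of the genes in the first table with a WT value of 0, 1344 were used, leaving out those with the smallest deposited p-values. The authors' deposited p-value of each stands for a whole number of reads (within 0.1) in the KO library, at least 6. Of the 1301 with 6 to 20 reads, 67.0% had an even number, as when both mates of a fragment are counted separately, and counting intervals are then too narrow.

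Values were analysed as log2(RPKM + 1), so that the change of a gene with a low value is understated. Genes with a mean of at least 1 RPKM over the 4 libraries were tested, which left 11757. The main test was limma with the intensity trend, with the pair as a block and the genotype as the term tested, Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. With 4 libraries and the block, 1 residual degree of freedom remains per gene, to which limma added 8.68 from the other genes. A separate rule asked for a ratio of (RPKM + 1) of at least 1.5 in the same direction in both pairs. It is not a test. The overlap of the genes passing it in each pair was set against n1 × n2 / N and tested with Fisher's exact test across genes (two-sided), and the log2 ratios of the pairs were correlated across genes. Genes are not independent replicates, so these p-values describe the overlap in these libraries.

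In all, 34 gene lists were fixed before the data were examined, and 26 had at least 5 tested members. Each was tested with camera (limma) at a preset correlation of 0.01, again with an estimated correlation, and with fry. The estimated correlation rests on 1 residual degree of freedom, so hardly any list could pass with it. Failing it therefore decides nothing about a list. The p-values at the preset correlation take members as nearly independent and are too small where members move together. Among the lists past the threshold the estimated correlation ranged from -0.036 for MHC class II genes to 0.728 for ribosomal protein genes. Member counts are given over all genes tested and adjusted over the list alone. The median log2 ratio of each list in each pair was placed among 10000 random lists of the same size matched on mean expression. Fisher's exact test (one-sided) asked whether members of a list were over-represented among genes passing the fold rule, against all tested genes, over 52 combinations of a list and a direction.

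The genes named were set by a rule written before the data were examined. They are Mettl3 and the genes that the study names for these cells (Il6, Il12b, H2-Eb2, Tirap, Cd40, Cd80, Cd86, Socs1, Itgam, Ctla4, Ythdf1 and Actb), the 12 genes with the largest and the 12 with the smallest mean log2 ratio among genes passing the fold rule, leaving out unnamed gene models and pseudogenes, and up to 4 members of each list with the largest mean change among those that went the same way in both pairs. Gene models named only by an Ensembl identifier were also left out, which the written rule had not listed. Ctla4 is not among the genes joined and has no value here. Il6, Il12b and H2-Eb2 were picked by the study from these same libraries. Its supplementary list of lower genes from them also holds other genes named here, among them Cxcl5, Ppbp and Ptgs2.

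Alternatives fixed before the data were examined were no replicate block, no filter, a mean of at least 5 RPKM, a pseudocount of 0.1, centring each pair on its median ratio, limma without the trend, a threshold of 0.1, a 2-fold rule, the fold rule with the authors' p-value under 0.01 in both tables, the m6A list without Mettl3, and each library left out in turn. With a library left out, the lone sample is assumed to vary like the other group, and the pair can no longer be a block. Libraries of different pairs are then set against each other, so differences between the pairs enter the log2 changes. A change of sign or a lost call in such a fit is therefore not a change within a pair. A fit to protein-coding genes only and a fit without genes of the X and Y chromosomes were added after the data were seen, as was the over-representation test without Il6, Il12b and H2-Eb2.

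The limma and camera steps were tested on simulated data made from the real values. In the comparison of Mettl3KO with Mettl3WT over 11757 genes, limma with the block called 39.6% of genes changed 2-fold and 99.6% of genes changed 8-fold, and without the block 0% and 9.2%. The changed genes were drawn only from genes with higher values, so these shares do not cover genes near 1 RPKM. Of 760 calls in 5 rounds, 64 were false. In 10 rounds without change, camera called 0 of 26 lists, and a list shifted by 0.5 on the log2 scale was called in 10 of 10 rounds. The noise of each gene was drawn independently. These rounds therefore do not show how often camera calls an unchanged list whose members move together. The fold rule was tested on random values for 11000 genes that were not taken from the data. There it found 96.9% of genes changed by 1.5 on the log2 scale in both pairs. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, biopython 1.88, R 4.3.3 and limma 3.58.1 were used. Groups of 2 libraries are too small for a test for outlying samples or a count of other splits.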

Results

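Mettl3 is the catalytic subunit of the methyltransferase that places N6-methyladenosine (m6A) on mRNA. Transcript levels were compared between Mettl3KO and Mettl3WT dendritic cells that were grown from bone marrow and matured with LPS (maDC). There were 2 libraries in each group, which form 2 littermate pairs, here pair 1 and pair 2. In pair 1 the libraries also differed in sex-linked transcripts, as given at the end. The libraries held between 31240000 and 35580000 reads as far as the deposited RPKM values show it. All values below are RPKM, given as Mettl3WT and then Mettl3KO, and log2 changes are on the log2(RPKM + 1) scale. The libraries of a pair resembled each other more than libraries of the same genotype did: across 11757 genes, r was 0.986 within pair 1 and 0.964 within pair 2, against 0.939 between the Mettl3WT libraries and 0.909 between the Mettl3KO libraries.

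The targeted gene was examined first. Mettl3 (chromosome 14, 52294841 to 52305214 in mm10, minus strand) had 5.31 RPKM in Mettl3WT and 4.59 RPKM in Mettl3KO in pair 1, and 5.10 and 4.39 RPKM in pair 2. The Mettl3KO value was 86.5% of the Mettl3WT value in pair 1 (95% counting interval 74.5% to 100%) and 86.1% in pair 2 (73.5% to 101%), from about 383 and 315 reads in pair 1 and 337 and 278 in pair 2. It was thus lower in 2 of 2 pairs but did not pass the test (log2 change -0.18, SE 0.21, limma adjusted p = 0.994). The deleted exons 2, 3 and 4 span 799 of the 2025 bases of the reference transcript, or 39.5%, and a transcript that lost only these exons would keep 60.5% of its bases. The measured 86.5% and 86.1%, with lower limits of 74.5% and 73.5%, lie above that value. A value per gene cannot show the exons, so it is a limited check of the labels. The study's supplement states that its RNA-seq showed loss of exons 2 to 4 in Mettl3KO DC. Other genes of the m6A pathway did not pass the test. Among 20 tested members of the list of m6A writers, erasers and readers, 0 passed the test over all genes and 0 when adjusted over the list alone. Ythdf2, a reader that promotes decay, had 24.1 and 25.3 RPKM in pair 1 and 13.96 and 18.9 RPKM in pair 2, and Wtap, a regulatory subunit of the methyltransferase, had 18.0 and 18.3, then 13.3 and 18.4 RPKM. Ythdf1, a reader that promotes translation, had 19.4 and 20.8 RPKM in pair 1 and 15.1 and 17.7 RPKM in pair 2. Igf2bp2, another reader, had 4.38 and 3.34, then 2.02 and 1.66 RPKM. The median log2 ratio of the list was -0.07 in pair 1 and -0.02 in pair 2, while camera placed it on the higher side relative to other genes (adjusted p = 0.928).

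In Mettl3KO maDC a pair of neutrophil-attracting chemokines and Ptgs2, the inducible cyclooxygenase of prostaglandin synthesis, were lower. Cxcl5 (chromosome 5, 90759298 to 90761625) fell from 57.8 to 12.6 RPKM in pair 1 and from 8.02 to 1.06 RPKM in pair 2. Its neighbour Ppbp (chromosome 5, 90768518 to 90770063), which encodes CXCL7, fell from 12.9 to 3.16 RPKM and from 13.5 to 1.63 RPKM. Ptgs2 (chromosome 1, 150100031 to 150108234) fell from 14.2 to 3.63 RPKM and from 7.93 to 1.31 RPKM. The other 2 genes that passed the test were higher in Mettl3KO and are gene models outside the naming rule, named here after their values were seen. Atp6v0c-ps2 (chromosome 6, 37805975 to 37807107), a pseudogene, rose from 0.695 to 76.1 RPKM in pair 1 and from 2.25 to 76.1 RPKM in pair 2. It matches the transcript of its parent Atp6v0c at 464 of 465 aligned bases, so its value is uncertain. Gm32719 (chromosome 12, 20243269 to 20245918) was listed at 0 and had 1.81 RPKM in pair 1, and rose from 2.15 to 8.22 RPKM in pair 2.

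In this comparison limma called 5 of 11757 genes, 2 higher and 3 lower, while 654 genes had an unadjusted p under 0.05. The log2 changes of the 3 lower genes were -2.12 for Cxcl5 (SE 0.21, limma adjusted p = 0.0132), -2.10 for Ppbp (SE 0.24, limma adjusted p = 0.0213) and -1.83 for Ptgs2 (SE 0.21, limma adjusted p = 0.0213), each lower in 2 of 2 pairs. Without the pair as a block limma called 0 genes, with 78 at an unadjusted p under 0.05, and limma without the intensity trend called 4. With each pair centred on its median ratio or with a pseudocount of 0.1 only Atp6v0c-ps2 remained, 1 gene higher and 0 lower. Counts also moved when a library was left out, to 3 without Mettl3WT replicate 1, 118 without Mettl3KO replicate 1, 1 without Mettl3WT replicate 2 and 27 without Mettl3KO replicate 2. Cxcl5, Ppbp and Ptgs2 were lower each time but stayed past the threshold only without Mettl3KO replicate 1, and the log2 change of Cxcl5 was -0.77 without Mettl3WT replicate 1 and -0.76 without Mettl3KO replicate 2, against -3.48 without Mettl3KO replicate 1. Among protein-coding genes alone, a setting chosen after the data were seen, limma called 42 of 10027 genes, 17 higher and 25 lower, and 4 of the 5 genes were kept.

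**Figure D1:**
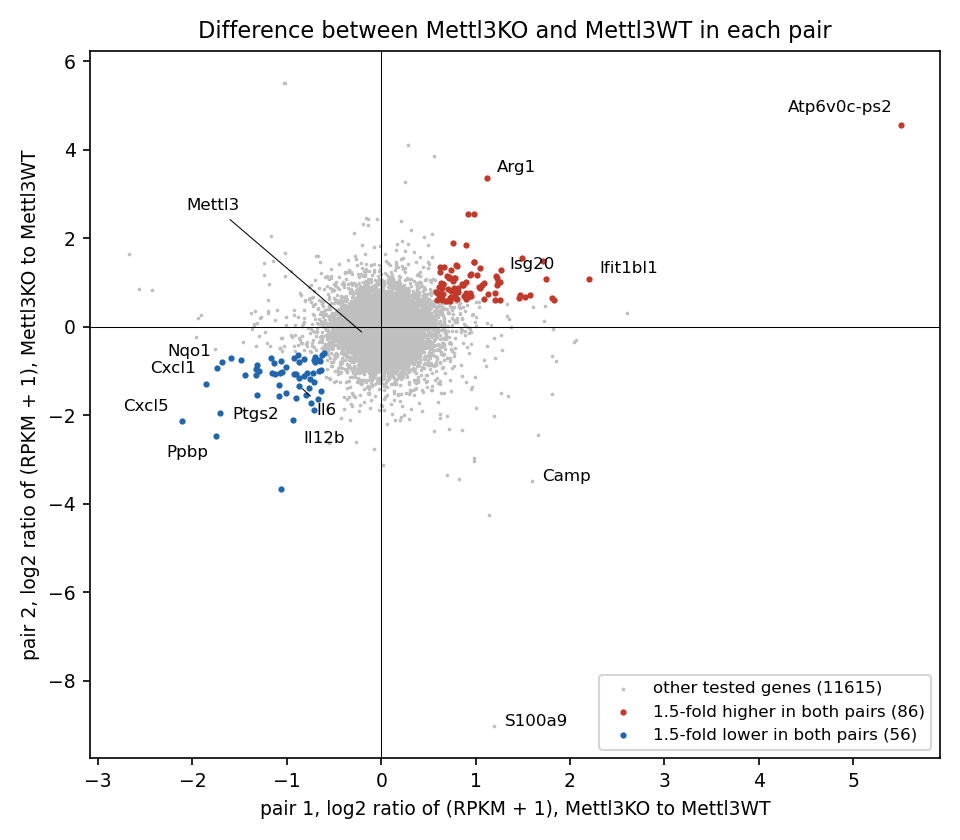
Each point is a tested gene, with the log2 ratio of (RPKM + 1) of Mettl3KO to Mettl3WT in pair 1 on the horizontal axis and in pair 2 on the vertical axis. The 86 genes in red were at least 1.5-fold higher in both pairs and the 56 in blue at least 1.5-fold lower in both, while S100a9 and Camp lay higher in pair 1 and lower in pair 2.

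The fold rule gave a wider view of which genes went the same way in both pairs. At least 1.5-fold in both pairs, 86 genes were higher and 56 lower in Mettl3KO, of which 43 and 36 were protein-coding. Chance overlap would give 19.5 genes higher and 23.8 lower (Fisher's exact test across genes, two-sided, p = 1.3e-33 and 8.0e-10). However, 58 genes were higher in pair 1 and lower in pair 2 (32.9 by chance) and 33 the reverse (14.1 by chance), so 142 genes went the same way and 91 went opposite ways. The opposite overlaps also exceeded chance (Fisher's exact test across genes, two-sided, p = 1.4e-05 and 4.6e-06). They were 1.77 and 2.33 times the expected number, against 4.41 for higher and 2.35 for lower in both. An overlap beyond chance therefore does not by itself show a shared direction, least of all for the lower genes. With the authors' p-value under 0.01 also required in each table, 81 genes were higher and 46 lower in both. Over all genes the pairs shared almost no order of change: across 11757 genes Pearson's r of the log2 ratios was 0.041 (95% interval 0.023 to 0.059), Spearman's rho was -0.004, and 49.9% of genes had the same sign in both pairs. The ratios spread more widely in pair 2 (SD 0.49) than in pair 1 (SD 0.29), with 2038 genes at 1.5-fold or more in pair 2 and 521 in pair 1. The medians over all genes were -0.02 in pair 1 and -0.08 in pair 2.

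Several inflammatory cytokines and chemokines of the LPS response were lower in both Mettl3KO libraries, while others were higher. Of 18 tested cytokines 7 were lower and 5 higher in both pairs. Of 19 tested chemokines 8 were lower and 5 higher in both pairs, and 3 passed the fold rule downward and 2 upward. Il12b, the shared subunit of IL-12 and IL-23, had 167 and 86.8 RPKM in pair 1 and 364 and 83.9 RPKM in pair 2, and Il6 had 134 and 73.1 RPKM, then 79.6 and 30.9 RPKM. Cxcl1, another neutrophil attractant, had 167 and 45.6 RPKM in pair 1 and 27.0 and 10.5 RPKM in pair 2, and its log2 change of -1.57 was -0.28 without Mettl3WT replicate 1 and -0.56 without Mettl3KO replicate 2. Il1f9, which encodes IL-36 gamma, had 46.3 and 27.1, then 21.7 and 8.98 RPKM, and Lif, a cytokine of the IL-6 family, had 12.7 and 8.15, then 17.6 and 2.56 RPKM. Cxcl14 had 8.07 and 9.76 RPKM in pair 1 and 2.60 and 34.0 RPKM in pair 2.

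Of 18 tested members of the list of inflammatory cytokines, 0 passed the test over all genes and 4 were lower when adjusted over the list alone, a count to which Il6 and Il12b, picked by the study from these libraries, are not independent evidence. The limma adjusted p was 0.182 for Il12b (log2 change -1.52) and 0.204 for Il6 (-1.10), each lower in 2 of 2 pairs. With a library left out they stayed lower, but Il6 was at -0.49 without Mettl3KO replicate 2 and -1.71 without Mettl3KO replicate 1, and Il12b was at -0.96 without Mettl3WT replicate 2. Among protein-coding genes alone, a setting chosen after the data were seen, the limma adjusted p was 0.0160 for Il12b and 0.0475 for Il6. In that setting it was 0.155 for H2-Eb2. The study also reported lower Il6, Il12b and H2-Eb2 mRNA in Mettl3KO by qPCR. Of 19 chemokines, 2 fell over all genes, Cxcl5 and Ppbp, and 4 were lower and 4 higher when adjusted over the list alone. Cytokines and chemokines were each over-represented among genes lower in both pairs, with 3 of 18 and 3 of 19 members (Fisher's exact test, one-sided, adjusted p = 0.00122 for both). The 3 cytokines are Il6, Il12b and Il1f9. With Il6, Il12b and H2-Eb2 left out, a setting chosen after the data were seen, 1 of 16 members remained. The cytokine list was then no longer over-represented (Fisher's exact test, one-sided, adjusted p = 0.363), while 3 of 19 chemokines were (adjusted p = 0.00138). Those 3 chemokines, Cxcl5, Ppbp and Cxcl1, are also in the study's own list of lower genes from these libraries. They are therefore not independent evidence either. As whole lists cytokines and chemokines did not move by camera (adjusted p = 0.258 and 0.260). The median of the cytokine list was -0.24 in pair 1 and 0.10 in pair 2, and that of the chemokine list -0.23 and -0.05.

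Most genes of the NRF2 antioxidant and detoxification response were lower in both pairs. Nqo1, a quinone reductase, had 23.2 and 6.52 RPKM in pair 1 and 24.2 and 13.5 RPKM in pair 2. Gsta3, a glutathione transferase, had 7.23 and 2.03, then 11.1 and 4.65 RPKM, and Akr1b8, an aldo-keto reductase, had 9.05 and 2.01, then 6.75 and 3.04 RPKM. Ephx1, the microsomal epoxide hydrolase, had 19.3 and 8.84 RPKM in pair 1 and 21.3 and 9.98 RPKM in pair 2. Of 34 tested members 26 were lower in both pairs and 0 were higher in both, and 5 passed the fold rule. These 5 are also in the study's own list of lower genes from these libraries, so their count is not independent of it. The NRF2 list fell as a whole by camera (median log2 change -0.44, adjusted p = 2.8e-10; adjusted p = 0.677 with an estimated correlation, which could hardly pass any list). The first p-value, as for the lists below, takes members as nearly independent, while the estimated correlation was 0.483 here and 0.289 for interferon-stimulated genes. By fry 0 of 26 lists passed (lowest fry adjusted p = 0.586). The median of the NRF2 list was -0.49 in pair 1, below all of the random lists, and -0.23 in pair 2, at percentile 0.92. Over all genes 0 members passed the test and 8 were lower when adjusted over the list alone, and the list was over-represented among genes lower in both pairs (5 of 34, Fisher's exact test, one-sided, adjusted p = 1.3e-05). Without Mettl3KO replicate 1 the call was lost. In pair 1 the granulocyte list had a median of 0.73. The medians in pair 2 were -1.21 for granulocyte, 0.75 for monocyte and 0.42 for ribosomal protein genes.

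Most MHC class II genes were lower in both pairs. Cd74, the invariant chain, had 2276 and 1845 RPKM in pair 1 and 4612 and 2302 RPKM in pair 2. H2-DMb2, a subunit of the peptide loading factor, had 29.6 and 19.8, then 25.1 and 10.7 RPKM, and Ciita, the transactivator of the class II genes, had 15.6 and 9.02, then 8.86 and 6.29 RPKM. H2-Eb2, which the study picked from these libraries, had 5.09 and 2.92, then 9.52 and 4.37 RPKM, with a log2 change of -0.80 (SE 0.21, limma adjusted p = 0.370) that was -0.41 without Mettl3WT replicate 2. Of 13 tested members 10 were lower in both pairs and 0 were higher in both. Over all genes 0 passed the test and 2 were lower when adjusted over the list alone, and that count is not independent of the study's choice of H2-Eb2. The list fell by camera (median log2 change -0.40, adjusted p = 6.6e-05; adjusted p = 0.677 with an estimated correlation), with medians of -0.30 in pair 1 and -0.33 in pair 2, and the call was lost without Mettl3KO replicate 1 or without Mettl3WT replicate 2, where the median log2 change was -0.06 and -0.05. Monocyte markers had medians of 0.17 and 0.75 in the same pairs, and in pair 2 the granulocyte list had -1.21 and ribosomal protein genes 0.42. MHC class I genes did not pass: H2-K1 had 1302 and 1712, then 1719 and 2446 RPKM, H2-T22 had 150 and 227, then 153 and 232 RPKM, and the list had medians of 0.20 and -0.08 (camera adjusted p = 0.0821), with 0 of 21 members past the test over all genes and 0 adjusted over the list alone.

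Co-stimulatory genes, whose products give the second signal to T cells, were lower mainly in pair 2. Cd80 had 92.6 and 77.1 RPKM in pair 1 and 37.4 and 18.7 RPKM in pair 2, Cd40 had 87.6 and 77.4, then 49.9 and 30.8 RPKM, and Cd86 had 78.3 and 72.9, then 43.5 and 27.1 RPKM. Cd83, a maturation marker, had 390 and 336 RPKM in pair 1 and 303 and 132 RPKM in pair 2. Cd70 had 8.14 and 3.40, then 4.11 and 2.51 RPKM, and Pvr had 13.3 and 8.62, then 11.8 and 7.66 RPKM. The limma adjusted p was 0.991 for Cd40 (log2 change -0.43), 0.818 for Cd80 (-0.61) and 0.994 for Cd86 (-0.38). Without Mettl3KO replicate 2 their log2 changes turned to 0.22, 0.38 and 0.31, and without Mettl3WT replicate 1 they were -0.03, 0.03 and 0.03. These fits set libraries of different pairs against each other. Within each pair Cd40, Cd80 and Cd86 were lower in Mettl3KO. Of 24 tested members 0 passed over all genes and 0 when adjusted over the list alone, and 13 were lower and 1 was higher in both pairs. The list fell by camera (median log2 change -0.35, adjusted p = 8.3e-04; adjusted p = 0.677 with an estimated correlation), with a median of -0.08 in pair 1, at percentile 4.67, and -0.55 in pair 2. The call was lost without Mettl3WT replicate 1, and without Mettl3KO replicate 2, where the median turned to 0.21. In pair 2 the granulocyte list had a median of -1.21, ribosomal protein genes had 0.42, and the mitochondrial rRNA mt-Rnr1 had 1853 and 4949 RPKM.

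The list of TLR4 and NF-kB signalling genes did not pass, with 14 members lower and 3 higher in both pairs. Tirap, the adaptor that brings Myd88 to TLR4, had 4.73 and 5.09 RPKM in pair 1 and 3.91 and 6.73 RPKM in pair 2 (log2 change 0.37, limma adjusted p = 0.994; 0.20 without Mettl3KO replicate 2). Myd88 had 42.8 and 60.8, then 38.0 and 40.3 RPKM, and Nfkb2 had 120 and 113, then 95.02 and 45.0 RPKM. Ikbkb had 52.8 and 52.1, then 45.1 and 29.6 RPKM. Of 29 tested members of this list 0 passed over all genes and 0 when adjusted over the list alone, and its medians were -0.05 and -0.14 (camera adjusted p = 0.482). Feedback inhibitors of NF-kB and cytokine signalling were lower in pair 2: Nfkbie had 87.3 and 83.4, then 44.7 and 27.4 RPKM, Zc3h12a 34.5 and 30.7, then 17.4 and 10.9 RPKM, Nfkbiz 15.9 and 12.2, then 5.54 and 4.06 RPKM, and Sigirr 15.7 and 14.3, then 10.5 and 7.39 RPKM. Socs1 had 46.7 and 59.3 RPKM in pair 1 and 26.5 and 14.5 RPKM in pair 2 (log2 change -0.24, and 0.73 without Mettl3KO replicate 2). This list of 22 members fell by camera (median log2 change -0.19, adjusted p = 0.0243; adjusted p = 0.677 with an estimated correlation), with 0 members past the test over all genes and 0 when adjusted over the list alone. Its medians were -0.01 in pair 1 and -0.41 in pair 2, the pair in which granulocyte and ribosomal protein genes had medians of -1.21 and 0.42. The call was lost without the pair as a block, and the median turned to 0.06 without Mettl3WT replicate 1 and to 0.27 without Mettl3KO replicate 2.

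**Figure D2:**
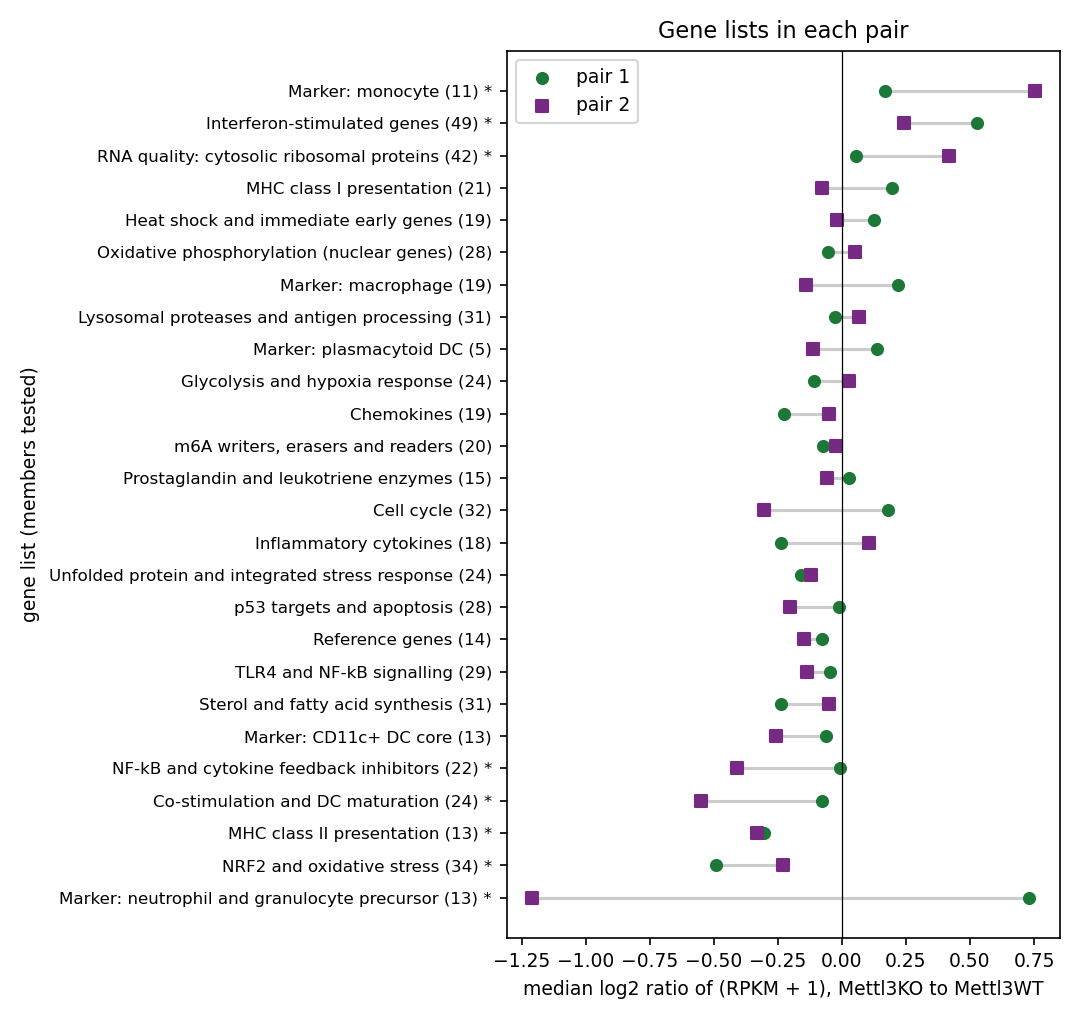
Each line is a gene list with at least 5 tested members, and the points give its median log2 ratio of (RPKM + 1) of Mettl3KO to Mettl3WT in pair 1 (circles) and pair 2 (squares); a star marks the 8 lists past the camera threshold at the preset correlation. NRF2 genes and MHC class II genes lay below 0 and interferon-stimulated genes above 0 in both pairs, while the neutrophil list lay at 0.73 in pair 1 and at -1.21 in pair 2.

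Most interferon-stimulated genes were higher in Mettl3KO in both pairs. From its RNA-seq of LPS-stimulated Mettl3KO cells the study also stated that such genes were raised. The rise given here is therefore not independent of that statement. Isg20, an antiviral exonuclease, had 7.31 and 18.4 RPKM in pair 1 and 3.27 and 8.22 RPKM in pair 2. Ifit3 had 72.9 and 173, then 8.61 and 18.2 RPKM, and Ifit1, a binder of viral RNA, had 101 and 176, then 11.5 and 32.1 RPKM. Ifi205, of the nucleic acid sensing family, had 6.05 and 10.9, then 1.01 and 6.47 RPKM, and the related gene Ifit1bl1 had 5.74 and 30.1, then 2.70 and 6.81 RPKM. Of 49 tested members 38 were higher in both pairs and 0 were lower in both, and 7 passed the fold rule. The list rose by camera (median log2 change 0.37, adjusted p = 1.3e-20; adjusted p = 0.677 with an estimated correlation), with medians of 0.53 in pair 1 and 0.24 in pair 2, each above all of the random lists. Over all genes 0 members passed the test and 8 were higher when adjusted over the list alone, and members were over-represented among genes higher in both pairs (7 of 49, Fisher's exact test, one-sided, adjusted p = 3.0e-06). The level in Mettl3WT differed several-fold between the pairs, and the median turned to -0.57 without Mettl3KO replicate 1 and to -0.42 without Mettl3WT replicate 2, where libraries are compared across the tables. Ifit3 and Ifit1 turned to -0.47 and -0.11 without Mettl3KO replicate 1. In pair 1 the granulocyte list had a median of 0.73. In pair 2 granulocyte, monocyte and ribosomal protein genes had medians of -1.21, 0.75 and 0.42.

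Most monocyte markers were higher in both pairs, as were several other genes named for the size of their change. The macrophage list, which holds Arg1 and Fcgr1, did not pass (medians 0.22 and -0.14, camera adjusted p = 0.124). Arg1, arginase 1, had 5.14 and 12.3 RPKM in pair 1 and 2.84 and 38.6 RPKM in pair 2. Chil3, a chitinase-like protein, had 168 and 245, then 238 and 1028 RPKM, and Ccr2, the receptor that guides monocytes out of the marrow, had 1.57 and 3.93, then 5.45 and 9.90 RPKM. Fcgr1, a high-affinity Fc receptor, had 19.2 and 57.1, then 20.7 and 33.5 RPKM, Ccl9 had 19.1 and 47.4, then 98.0 and 241 RPKM, and Ms4a4c had 24.9 and 59.3, then 17.3 and 39.4 RPKM. The RNases Ear2 and Rnase2a had 1.81 and 4.32 RPKM and 3.94 and 8.75 RPKM in pair 1, and 10.0 and 63.3 RPKM and 23.7 and 144 RPKM in pair 2. Both lie within 10 Mb of Mettl3 on chromosome 14 and belong to 1 family. Without Mettl3KO replicate 2 the log2 changes of Ccl9, Ear2 and Rnase2a went from 1.28, 1.73 and 1.76 to 0.12, -0.062 and -0.18. Fn1 had 2.59 and 3.03, then 4.77 and 20.05 RPKM, and Ly6c2 had 241 and 292, then 1134 and 1910 RPKM. Of 11 tested monocyte markers 7 were higher and 0 lower in both pairs, 0 passed over all genes and 2 were higher when adjusted over the list alone. The monocyte list rose by camera (median log2 change 0.51, adjusted p = 2.3e-07; adjusted p = 0.677 with an estimated correlation), with medians of 0.17 in pair 1 and 0.75 in pair 2, where granulocyte and ribosomal protein genes had -1.21 and 0.42. Its call was lost without Mettl3WT replicate 1 or without Mettl3KO replicate 2, where the median was 0.19 and -0.02.

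**Figure D3:**
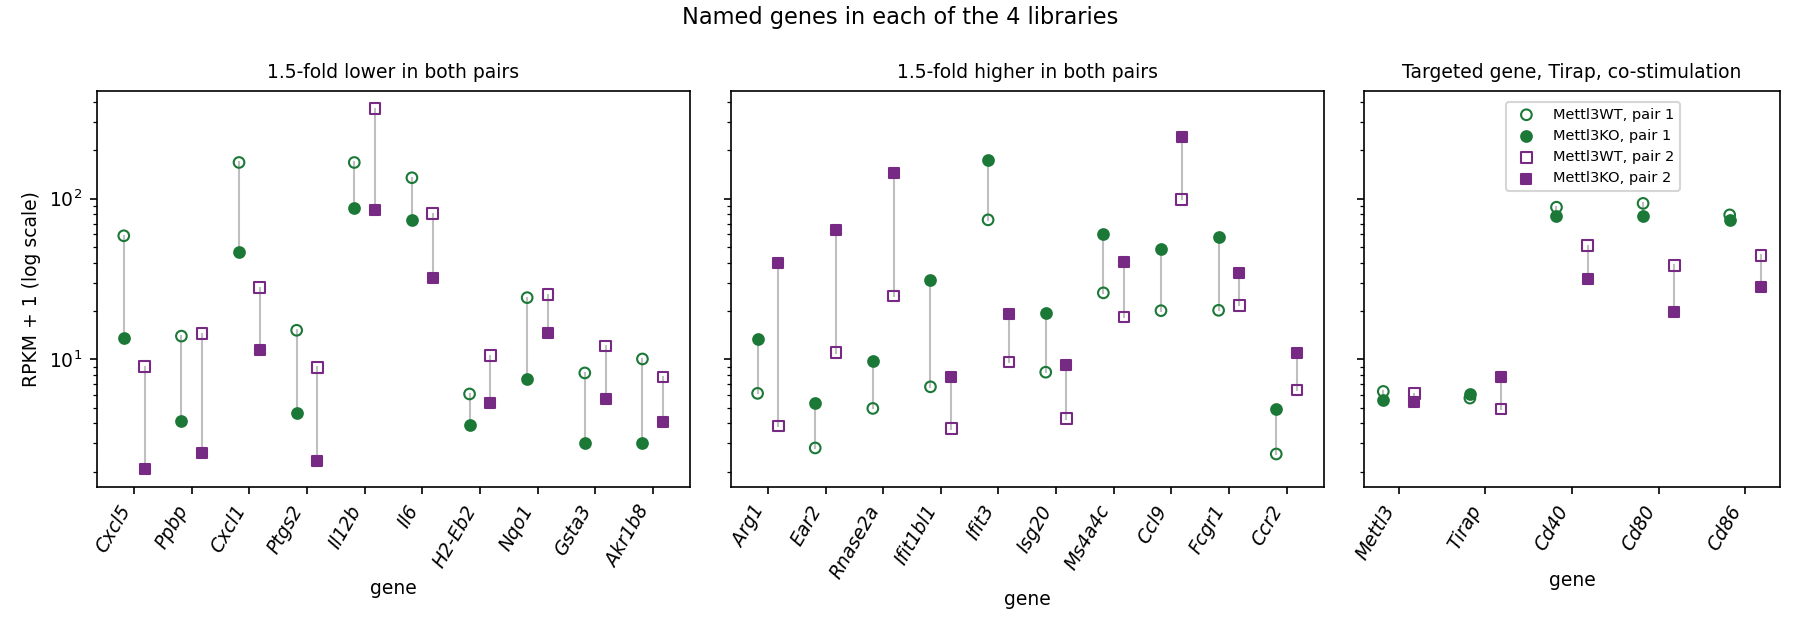
RPKM + 1 on a log scale for named genes in each of the 4 libraries, with open symbols for Mettl3WT, filled symbols for Mettl3KO, circles for pair 1 and squares for pair 2; a line joins the libraries of a pair. Cxcl5 and Ptgs2 lay several-fold lower in both Mettl3KO libraries, whereas Mettl3 lay only slightly lower, at 4.59 and 4.39 RPKM against 5.31 and 5.10 RPKM.

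Other genes with large differences in both pairs belonged to several processes. Pla2g4f, a cytosolic phospholipase A2, had 8.20 and 3.40 RPKM in pair 1 and 31.4 and 1.57 RPKM in pair 2. Odc1, the first enzyme of polyamine synthesis, had 57.0 and 30, then 37.2 and 11.5 RPKM, while Sh2d5 had 5.61 and 2.13, then 5.69 and 1.254 RPKM, and Lad1 had 43.8 and 26.3, then 55.1 and 14.2 RPKM. Ctcfl, a germline paralog of Ctcf, had 0.736 and 2.58, then 1.08 and 4.25 RPKM. The microRNA gene models Mir7047 (11.9 and 4.15, then 26.8 and 8.50 RPKM) and Mir6385 (2.41 and 10.95, then 1.75 and 3.35 RPKM) also passed the fold rule, but short gene models in polyadenylated RNA can take reads of their host transcripts. In prostaglandin and leukotriene synthesis Ptgs2 alone of 15 tested enzymes passed the test, 1 gene over all genes and 1 when adjusted over the list alone, and Pla2g7 had 443 and 309, then 527 and 471 RPKM. Alox5ap, which presents arachidonate to 5-lipoxygenase, had 164 and 183, then 368 and 422 RPKM, and Tbxas1 had 11.8 and 11.9, then 19.1 and 20.03 RPKM (list medians 0.03 and -0.06, camera adjusted p = 0.325). In sterol and fatty acid synthesis Idi1 had 49.1 and 31.2, then 19.5 and 6.46 RPKM, Lpin1 had 4.50 and 2.19, then 3.47 and 1.17 RPKM, Fads2 had 8.11 and 5.05, then 4.68 and 2.99 RPKM and Scd1 had 2.07 and 2.73, then 3.17 and 14.2 RPKM. Of its 31 members 0 passed over all genes and 2 were lower when adjusted over the list alone (medians -0.24 and -0.05, camera adjusted p = 0.0821).

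Metabolic lists and the stress lists other than NRF2 did not pass. Glycolysis genes had medians of -0.11 in pair 1 and 0.03 in pair 2 (camera adjusted p = 0.946), nuclear genes of oxidative phosphorylation -0.05 and 0.05 (0.449) and lysosomal proteases -0.03 and 0.07 (0.243). In the lysosomal list Atp6v0c, a subunit of the proton pump and the parent of the pseudogene above, had 188 and 114, then 295 and 124 RPKM, and Ctss, the protease that trims the invariant chain, had 743 and 806, then 1638 and 3373 RPKM. The unfolded protein and integrated stress response list had medians of -0.16 and -0.12 (0.216), with Hyou1 at 29.4 and 23.4, then 26.7 and 13.5 RPKM and Phgdh at 4.61 and 3.17, then 4.72 and 1.83 RPKM. The p53 and apoptosis list had -0.01 and -0.20 (0.124), with Gdf15 at 4.14 and 2.89, then 6.93 and 1.18 RPKM. Heat shock and immediate early genes had 0.13 and -0.02 (0.395). Cell cycle genes went opposite ways, with a median of 0.18 in pair 1 and -0.30 in pair 2 (0.568). In each of these lists 0 members passed over all genes and 0 when adjusted over the list alone. Among 14 reference genes 0 passed over all genes and 1 was lower when adjusted over the list alone, with medians of -0.08 and -0.15 (0.487). Tfrc, the transferrin receptor, had 25.4 and 11.03, then 13.5 and 7.31 RPKM, Gapdh had 746 and 688, then 892 and 642 RPKM, and Actb had 4614 and 6025, then 4054 and 4267 RPKM.

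Granulocyte transcripts went in opposite directions in the pairs: S100a9 had 1237 and 2843 RPKM in pair 1 and 1844 and 2.57 RPKM in pair 2, S100a8 had 891 and 1768, then 1129 and 143 RPKM, and Camp, a granule peptide, had 27.3 and 84.4, then 58.4 and 4.33 RPKM. These 3 genes are outside the naming rule and were chosen after their values were seen. Of 13 tested members of the list of neutrophil and granulocyte precursor markers, 10 were higher in Mettl3KO in pair 1 and 11 were lower in pair 2, and the median log2 ratio was 0.73 in pair 1, above all of the random lists, and -1.21 in pair 2, below all of them. The list was past the camera threshold on the lower side (median log2 change -0.97, adjusted p = 1.0e-03; adjusted p = 0.677 with an estimated correlation), with 0 members past the test over all genes and 2 lower when adjusted over the list alone. The list was over-represented among genes lower in both pairs through 2 of 13 members, Slpi and Il1f9 (Fisher's exact test, one-sided, adjusted p = 0.0175), although Lcn2 was higher, at 1970 and 2319, then 2687 and 3510 RPKM. Slpi, a protease inhibitor that macrophages also make, had 337 and 111, then 416 and 254 RPKM. The camera call was lost without Mettl3WT replicate 2 and the median turned to 0.50 without Mettl3KO replicate 2.

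**Figure D4:**
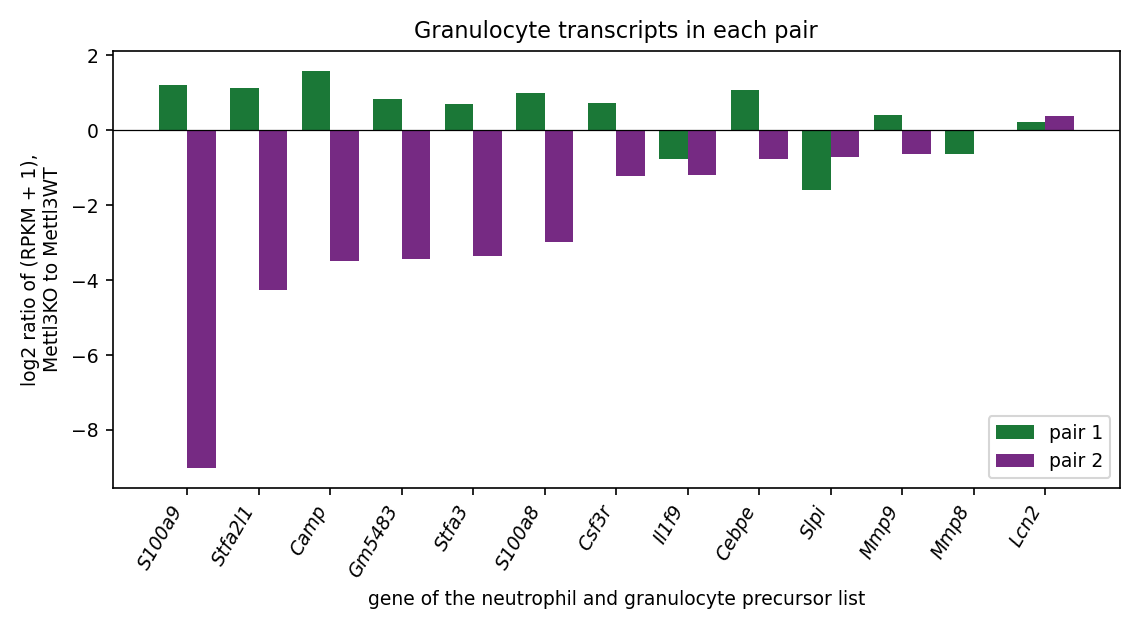
Log2 ratio of (RPKM + 1) of Mettl3KO to Mettl3WT for the 13 tested granulocyte genes, with bars for pair 1 and pair 2. Of these 10 lay above 0 in pair 1 and 11 lay below 0 in pair 2, with S100a9 at 1.20 and -9.01.

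The list of core dendritic cell genes did not pass the test. Its 13 tested members had medians of -0.06 and -0.26 (camera adjusted p = 0.384), 0 past the test over all genes and 0 adjusted over the list alone, with Zbtb46, a transcription factor of conventional DC, at 21.9 and 20.9, then 12.4 and 6.41 RPKM, Id2 at 876 and 723, then 757 and 604 RPKM and Dpp4 at 8.23 and 4.71, then 4.01 and 2.49 RPKM. Itgam, which encodes CD11b, had 132 and 145, then 146 and 137 RPKM. Of 19 tested macrophage markers 3 were higher and 1 lower when adjusted over the list alone and 0 over all genes, with medians of 0.22 and -0.14 (camera adjusted p = 0.124). Nos2, the inducible nitric oxide synthase, had 2.34 and 4.93, then 1.22 and 2.11 RPKM, and Spic had 13.3 and 8.64, then 17.1 and 3.99 RPKM. The 5 plasmacytoid DC markers had medians of 0.14 and -0.11 (0.680), with 0 past the test over all genes and 0 adjusted over the list alone. Lists with fewer than 5 tested members were not tested as lists: 2 mast cell and basophil genes, 1 B cell gene, 3 T and NK cell genes, 2 erythroid genes, 1 stromal gene, 4 replication histones, 2 genes of the mitochondrial genome and 0 sex-linked genes. Kit, a receptor of mast cells and progenitors, had 19.8 and 14.5, then 20.7 and 4.23 RPKM.

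The libraries of pair 1 differed in sex-linked transcripts. In the first table the Mettl3WT library had Y-linked transcripts and almost no Xist, with Ddx3y at 29.1 RPKM and Xist at 0.0502 RPKM, both named after their values were seen, and the Mettl3KO library had the reverse, with Ddx3y at 0.0243 RPKM and Xist at 37.8 RPKM. The second table lists only genes above 1 RPKM in both libraries, and 0 of the 5 sex-linked genes are in it, so their levels in pair 2 were not analysed here. Had both libraries of pair 2 come from the same sex, Ddx3y or Xist would be expected in it at the levels of pair 1. Pair 2 may thus also have differed in sex, unless these genes were left out for another reason. The direction of such a difference stays open. Genotype and sex-linked transcripts differed together in pair 1, so its differences, and those shared by both pairs, cannot be assigned to genotype alone. The counts of genes called by limma and of genes past the fold rule were 5 and 140 without genes of the X and Y chromosomes, a setting chosen after the data were seen, which does not address other genes that differ by sex. Cytosolic ribosomal protein genes rose by camera (42 members, median log2 change 0.20, adjusted p = 2.3e-07; adjusted p = 0.677 with an estimated correlation), with medians of 0.06 in pair 1 and 0.42 in pair 2 and 0 members past the test over all genes or adjusted over the list alone. Rps9 had 523 and 603, then 434 and 1258 RPKM. The median of that list turned to -0.07 without Mettl3WT replicate 1 and to -0.20 without Mettl3KO replicate 2. The mitochondrial rRNA genes mt-Rnr1 and mt-Rnr2, named after their values were seen, had 1219 and 1160 RPKM and 1675 and 1370 RPKM in pair 1, and 1853 and 4949 RPKM and 1857 and 3713 RPKM in pair 2. The replication histone Hist1h4h, whose mRNA is not polyadenylated, had 0.904 and 2.64, then 3.45 and 8.98 RPKM.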

Values the study reported

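The study took genes as differentially expressed at a fold change of at least 1.5 with a P value below 0.01. It also stated that Mettl3 mRNA and protein were lost, and that less m6A was found, in DC of the knockout mice.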

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

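The tests in this part were chosen only after the results were seen. Of 149 list members listed only in the first table, 7 stood out because they had at least 10 RPKM in Mettl3KO replicate 1 and at least 2 times the value of Mettl3WT replicate 1. Xist, at 0.0502 RPKM in Mettl3WT, had 37.8 RPKM in Mettl3KO. The others are granulocyte genes: Ngp had 193 and 685 RPKM, Ltf 26.4 and 115 RPKM, BC100530 19.7 and 55.1 RPKM, Stfa2 7.99 and 28.7 RPKM, Retnlg 5.32 and 14.6 RPKM and Cxcr2 3.71 and 10.7 RPKM. All 12 granulocyte genes listed only there were higher in Mettl3KO, with no second pair to compare. Of these Ctsg, Fcnb, Mpo, Ms4a3 and Prtn3 were below 1 RPKM in both libraries. The granulocyte genes tested in both pairs are only those above 1 RPKM in both libraries of pair 2. Values over them leave out any gene that fell below that level there.

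Granulocyte transcripts thus were higher in Mettl3KO in pair 1 and lower in pair 2. An effect of Mettl3 loss that is the same in both pairs is argued against by the list's median log2 ratios of 0.73 and -1.21, while an effect that depends on the mouse was not tested. A different share of granulocyte RNA in the libraries may account for part of the pattern: across the 13 genes, those higher by more in pair 1 were lower by more in pair 2 (Spearman's rho = -0.769, permutation test, two-sided, p = 0.00298; Pearson's r = -0.549; rho = -0.720 without S100a9), and genes are not independent replicates. It is not the whole cause for S100a9, since the ratio of S100a9 to S100a8 was 0.0180 in Mettl3KO replicate 2 and 1.39 to 1.63 in the other libraries, and what lowered S100a9 further stays open. Selection for CD11c should remove granulocytes, 1 of the 26 genes of the list (Il1f9) is also in the cytokine list, Mmp8 goes against a share that moves all members alike (54.1 and 34.7, then 80.1 and 81.1 RPKM), and Lcn2, Slpi and Mmp9 are also made by activated macrophages and DC.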

How the results depend on the processing

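The alternatives with protein-coding genes only, without X and Y genes and without Il6, Il12b and H2-Eb2 were chosen after the data were seen. Genes called numbered 0 without the replicate block, 1 with a pseudocount of 0.1, 1 with centring, 42 among protein-coding genes, and 1 to 118 with a library left out, which leaves 3 libraries and no block. Genes past the fold rule numbered 251 with a pseudocount of 0.1, 29 at 2-fold, 79 among protein-coding genes, and 521 to 2038 with a library left out, when the other pair alone decides. The correlation between pairs was 0.0038 among protein-coding genes. Lists past the threshold numbered 0 with an estimated correlation, 0 by fry and 7 to 13 with a library left out, and over-represented combinations of list and direction numbered 8 among protein-coding genes. Under the other alternatives 4 to 7 genes were called, 102 to 155 passed the fold rule, and 7 to 10 lists and 4 to 7 combinations passed. Mettl3 stayed lower and short of the threshold, with a log2 change between -0.21 and -0.13, and has no value under a mean of at least 5 RPKM, which it does not reach.

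With a library left out, log2 changes ranged from -0.47 to 2.71 for Ifit3, -0.41 to 2.61 for Ifit1, -0.18 to 3.71 for Rnase2a and -0.062 to 3.53 for Ear2. List medians ranged from -0.57 to 1.29 for interferon-stimulated genes, -0.89 to 0.21 for co-stimulation, -0.71 to 0.27 for feedback inhibitors, -1.71 to 0.50 for granulocyte genes and -0.20 to 0.68 for ribosomal proteins. Of 369 values of named genes 352 kept their direction, 119 of 136 with a library left out, when 27 of 34 genes moved by over 1.5 times. Of 33 values of the 3 named genes past the threshold 15 stayed past it, and of 88 values of lists past it 72 kept direction and side. With a library left out, libraries of different pairs are set against each other, so differences between the pairs enter these values. Other causes were not tested. Depth limits genes near 1 RPKM, and with 2 pairs limma called 39.6% of simulated 2-fold changes, which were placed only in genes with higher values.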

Other observations

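All tests in this part were chosen only after the results were seen, and genes in this paragraph outside the naming rule were chosen after their values were seen. Fscn1, an actin-bundling protein of mature DC, had 1554 and 1586 RPKM in pair 1 and 1368 and 505 RPKM in pair 2. Spib had 13.9 and 11.6, then 11.2 and 2.26 RPKM, and Itgax, which encodes CD11c, had 12.6 and 9.66, then 17.2 and 51.0 RPKM. Over 20 mitochondrial tRNA genes the median log2 ratio was -0.31 in pair 1 and 1.60 in pair 2, where the genes ranged from 0.06 to 2.45. The interferon-induced chemokine Cxcl10 had 10.5 and 68.9, then 4.21 and 5.44 RPKM.

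The pseudogene Atp6v0c-ps2 was higher in both Mettl3KO libraries while its parent Atp6v0c was lower. An equal split of shared reads in every library is argued against, since the pseudogene's percentage of the parent's value was 180 times higher in Mettl3KO than in Mettl3WT in pair 1 (0.370% and 66.6%) and 80.3 times higher in pair 2 (0.761% and 61.1%). Reads of the parent placed on the copy in Mettl3KO are a candidate explanation, since the parent's loss was 1.02 times the copy's gain in reads, scaled to library size, in pair 1 and 2.41 times in pair 2. These ratios take the copy as 1133 bases, at which its Mettl3WT values stand for 27.997 and 82.99 reads, while 465 bases would give 2.48 and 5.88 times and 11.49 and 34.06 reads. Transcription of the copy itself cannot be told apart from this, because 99.8% of the 465 aligned bases match the parent's transcript, and the other 668 bases were not analysed here.

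All 6 genes of chromosome 14 past the fold rule lay within 10 Mb of Mettl3, among 137 genes tested there: Ear2, Rnase2a, Phf11b, Phf11d, LOC108168162 and ENSMUSG00000105703.1. Counted singly, they were 4.38% of the tested genes there against 1.21% over all genes, and 2.55% of such windows around tested genes held as high a share. Neighbouring genes counted several times may account for this, since with genes within 100 kb counted as 1 place, 4 places remained and 8.52% of windows held as high a share. Sequence of another strain kept around the targeted gene cannot be told apart from chance by these shares alone. However, the Mettl3WT littermates carry the same floxed gene, so such sequence is expected in both groups and not to separate them. No sequence was analysed here.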
